# Molecular pathways underlying inhibitory effect of antimicrobial peptide Nal-P-113 on bacteria biofilms formation of *Porphyromonas gingivalis* W83 by DNA microarray

**DOI:** 10.1186/s12866-017-0948-z

**Published:** 2017-02-17

**Authors:** Hong-yan Wang, Li Lin, Li-si Tan, Hui-Yuan Yu, Jya-Wei Cheng, Ya-ping Pan

**Keywords:** *Porphyromonas gingivalis* W83, Nal-P-113, Microarray, Biofilms

## Abstract

**Background:**

Wound-related infection remains a major challenge for health professionals. One disadvantage in conventional antibiotics is their inability to penetrate biofilms, the main protective strategy for bacteria to evade irradiation. Previously, we have shown that synthetic antimicrobial peptides could inhibit bacterial biofilms formation.

**Results:**

In this study, we first delineated how Nal-P-113, a novel antimicrobial peptide, exerted its inhibitory effects on *Porphyromonas gingivalis* W83 biofilms formation at a low concentration. Secondly, we performed gene expression profiling and validated that Nal-P-113 at a low dose significantly down-regulated genes related to mobile and extrachromosomal element functions, transport and binding proteins in *Porphyromonas gingivalis* W83.

**Conclusions:**

These findings suggest that Nal-P-113 at low dose is sufficient to inhibit the formation of biofilms although *Porphyromonas gingivalis* W83 may maintain its survival in the oral cavity. The newly discovered molecular pathways may add the knowledge of developing a new strategy to target bacterial infections in combination with current first-line treatment in periodontitis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-017-0948-z) contains supplementary material, which is available to authorized users.

## Backgrounds

Periodontitis is one of the worldwide infectious diseases in humans, with approximately half of the adults experiencing some degrees of chronic periodontitis in developing countries, while 15% of United Kingdom population have developed severe periodontitis [1]. With an increase in aging population, the problem becomes more critical because elderly patients have compromised immune systems which predispose them to a higher risk of contracting bacterial infections. Reduced ability in tissue repairing further substantiates the problem. Antibiotics have been proven to work effectively against bacterial infections. However, the overuse of drugs clearly drives the evolution of bacteria resistance, endangering the efficacy of antibiotics. Therefore there is an emergent need to identify novel compounds to counteract bacterial infections. In general, conventional antibiotics are unable to penetrate biofilms. The formation of biofilms allows the bacteria to anchor and propagate in the tissue. Therefore, targeting the formation of biofilms may be a new therapeutic option for periodontitis.

Previous studies have shown that synthetic antimicrobial peptides inhibit bacterial biofilms formation. Numerous studies have confirmed that the major antimicrobial peptides mediated bactericidal mechanism is via rapid perforation of the cell membrane as well as activation of the apoptotic program by interrupting the normal physiological metabolism [2–4]. It has been demonstrated that antimicrobial peptide LL-37-treated *Pseudomonas aeruginosin* showed enormous changes in its gene transcription, with many de-regulated genes involved in the function of flagellar [5]. Similarly, antimicrobial peptide 1037 treatment for 24 h significantly changed the gene expression profiles knowing to be regulated by LL-37 treatment [6]. Nal-P-113, a modified version of antimicrobial peptide P-113, its amino sequence is AKR-Nal-Nal-GYKRKF-Nal-NH2. Antimicrobial peptide P-113 showed promising antimicrobial effects against a variety of pathogens [7–11]. Compared to P-113, Nal-P-113 maintained its effects when exposed to a high salt concentration and therefore it was an ideal candidate for application in complicated matrices including oral cavity, serum and plasma [12].

We have previously shown that Nal-P-113 exerts its anti-bactericidal effects in a rat periodontitis model with a significant reduction in tissue inflammation. Furthermore, we have found that Nal-P-113 inhibits *Porphyromonas gingivalis* (*P. gingivalis*) W83 biofilms formation. In this study, we aimed to determine the effects of different concentrations of Nal-P-113 in biofilms formation. Besides, we performed gene expression profiles in Nal-P-113-treated *P. gingivalis* W83 to delineate the underlying molecular mechanism of Nal-P-113-inhibited biofilms formation.

## Methods

### Bacteria strain

*P. gingivalis* W83 was a gift from Professor RJ Lamont (now in Department of oral Immunology and Infectious Disease, School of Dentistry, University of Louisville) from College of Dentist, University of Florida. Freshly prepared brain heart infusion (BHI, Difco Laboratories, MI, USA) agar medium supplemented with 5% sterile defibrinated sheep’s blood, 1% hemin, and 0.1% menadione, was used to grow *P. gingivalis* W83 at 37 °C under anaerobic conditions (80% N_2_, 10% H_2_ and 10% CO_2_) for 5 to 7 days.

### Reagents

Antimicrobial peptide Nal-P-113, Ac-AKR-Nal-Nal-GYKRKF-Nal-NH_2_, was provided by Prof. Jiawei Cheng in National Tsing Hua University [13]. H_2_O_2_ was purchased from Sigma Aldrich (CA).

### Bactericidal assay

*P. gingivalis* W83 was diluted to 5 × 10^5^ CFU/mL (CFU, colony forming units). The bacteria were treated with Nal-P-113 in 100 μL culture medium for 24 h. Then an aliquot (50 μL) of the resulting bacterial cell suspension was cultivated on a brain heart infusion agar plate. The bacterial cells were enumerated after incubation at 37 °C for 7 days. All experiments were repeated three times.

### Growth inhibition assay

*P. gingivalis* W83 culture was diluted to 5 × 10^5^ CFU/mL. The bacteria were treated with Nal-P-113 at different concentrations (0, 5, 10, 20, 40, 80, 160 and 320 μg/mL respectively) in 100 μL culture medium for 48 h. The cell growth was measured by the absorbance at 600 nm in a microplate reader (Tecan Infini M200, Switzerland). All experiments were repeated three times.

### Scanning electron microscopy (SEM) analysis on Biofilms

Biofilms formation was quantified on 6-well plates (Corning, Netherlands) which were coated with artificial saliva (Guangzhou Kodak Adhesives Co. Ltd., China). Five hundred microliter of *P. gingivalis* W83 (5 × 10^6^ CFU/mL) with or without 6.25 μg/mL Nal-P-113 treatment was dropped on 6-well plates and cultured for 48 h to establish biofilms. Then, the samples were fixed with 2.5% glutaraldehyde (BioChemika, Fluka, USA), washed with PBS and gradually dehydrated with ethanol. The processed samples were smeared onto copper plates followed by gold sputtering, and images were acquired using scanning electron microscopy (Inspect F50, FEI Company, USA) at 20,000 × magnification.

### Microarray hybridization

The total RNA of the bacteria treated with or without 6.25 μg/mL Nal-P-113 was extracted, converted to cDNA, labeled with Cy3-dCTP (GE, Healthcare, CA) and followed by hybridization with *P. gingivalis* W83 chip (Agilent, CA). Array hybridization, washing, scanning and data analysis were performed at the CapitalBio Corporation (Beijing, China).

### Data analysis

The array data were analyzed with the GeneSpring software V12 (Agilent). Significant genes were defined by following criterions: FDR < 5% and fold change > 2 [14, 15].

### Quantitative PCR (qPCR)

The total RNA of *P. gingivalis* W83 treated with or without 6.25 μg/mL Nal-P-113 was reversed transcribed into cDNA with the M-MLV RTase cDNA Synthesis Kit (Takara, China). Real-time quantitative PCR reaction was performed using SYBR Premix Ex TaqTM II PCR Master Mix Reagents Kit (Takara). The primers for the RT-qPCR were listed in Additional file 1: Table S1. qPCR was performed three times for each sample. Relative quantification of the mRNA levels was performed using the comparative Ct method with the formula 2^-ΔΔCt^.

### Hydrogen peroxide pre-treatment in *P. gingivalis*

*P. gingivalis* W83 was treated with H_2_O_2_ at different concentrations (0, 0.5, 1, and 3 mM, respectively) for 1 h. The H_2_O_2_ was washed away with phosphate buffer saline before subsequent experiments. Total RNA of the respective H_2_O_2_-treated *P. gingivalis* was extracted and followed by RT-qPCR to determine the mRNA expression of PG0841, PG0842, PG0872, PG0874, PG0875, PG1473, PG1474, PG1475, PG1478, PG1479, PG1482 and PG1485.

### Biofilms susceptibility assay

3 mM H_2_O_2_ was used to change transposase genes expression of *P. gingivalis* W83 for 1 h. The effect of Nal-P-113 on *P. gingivalis* W83 biofilms formation was examined using the microdilution method [12]. The resulting biofilms were fixed with 95% methanol and stained with 0.5% (w/v) crystal violet prior dissolving with 95% ethanol and subjected to microplate reader at absorption 590 nm. Percentage of inhibition was calculated using the equation [1-(A590 of the test/A590 of non-treated control)] × 100. All experiments were repeated three times.

### Enzyme linked immunosorbent assay (ELISA)

Lipopolysaccharide, free hemin and hemoglobin were measured by commercial ELISA kit according to the respective manual. Free hemin ELISA kit was purchase from Abnova, Taiwan, and the hemoglobin ELISA kit was purchased from Leagene, China. The measurements were analysis by Curve Expert 1.3 (AL).

### Statistical analysis

All experiments were performed in triplicate and repeated at least three times. Data were expressed as means ± standard deviations (SD). ANOVA and independent samples *t*-test were used to calculate the significance among the groups (SPSS Inc., IL, USA). *P*-value < 0.05 was considered statistically significant.

## Results

### The antibacterial activity of Nal-P-113 against *P. gingivalis* W83

*P. gingivalis* W83 is one of the major pathogenic species in dental plaque biofilms. Firstly, we examined the inhibitory effects of Nal-P-113 on *P. gingivalis* W83 biofilms formation. Consistent with our previous study, 6.25 μg/mL Nal-P-113 significantly inhibited *P. gingivalis* W83 biofilms formation (Fig. 1a). The biofilms inhibitory effect of Nal-P-113 was further validated with scanning electron microscopy (SEM) (Fig. 1b). Before treated with Nal-P-113, the bacteria engaged with each other and resulted in the formation of biofilms. Upon 6.25 μg/mL Nal-P-113 treatment, the bacteria continued to divide and were unable to fuse together, therefore inhibited the formation of biofilms. Conversely, treatment with 320 μg/mL Nal-P-113 resulted in a complete breakdown of the bacteria structure. Secondly, we evaluated the antibacterial activity of Nal-P-113 against planktonic *P. gingivalis* W83. Results showed that Nal-P-113 at a low concentration exhibited neither bactericidal activity nor growth inhibitory effect against *P. gingivalis* W83 (Fig. 1c, d). These results suggested that Nal-P-113 at high concentrations inhibited biofilms formation by direct killing of the bacteria, whereas Nal-P-113 at a low concentration adopted an alternative mechanism to inhibit the formation of biofilms in *P. gingivalis* W83.

**Fig. 1:**
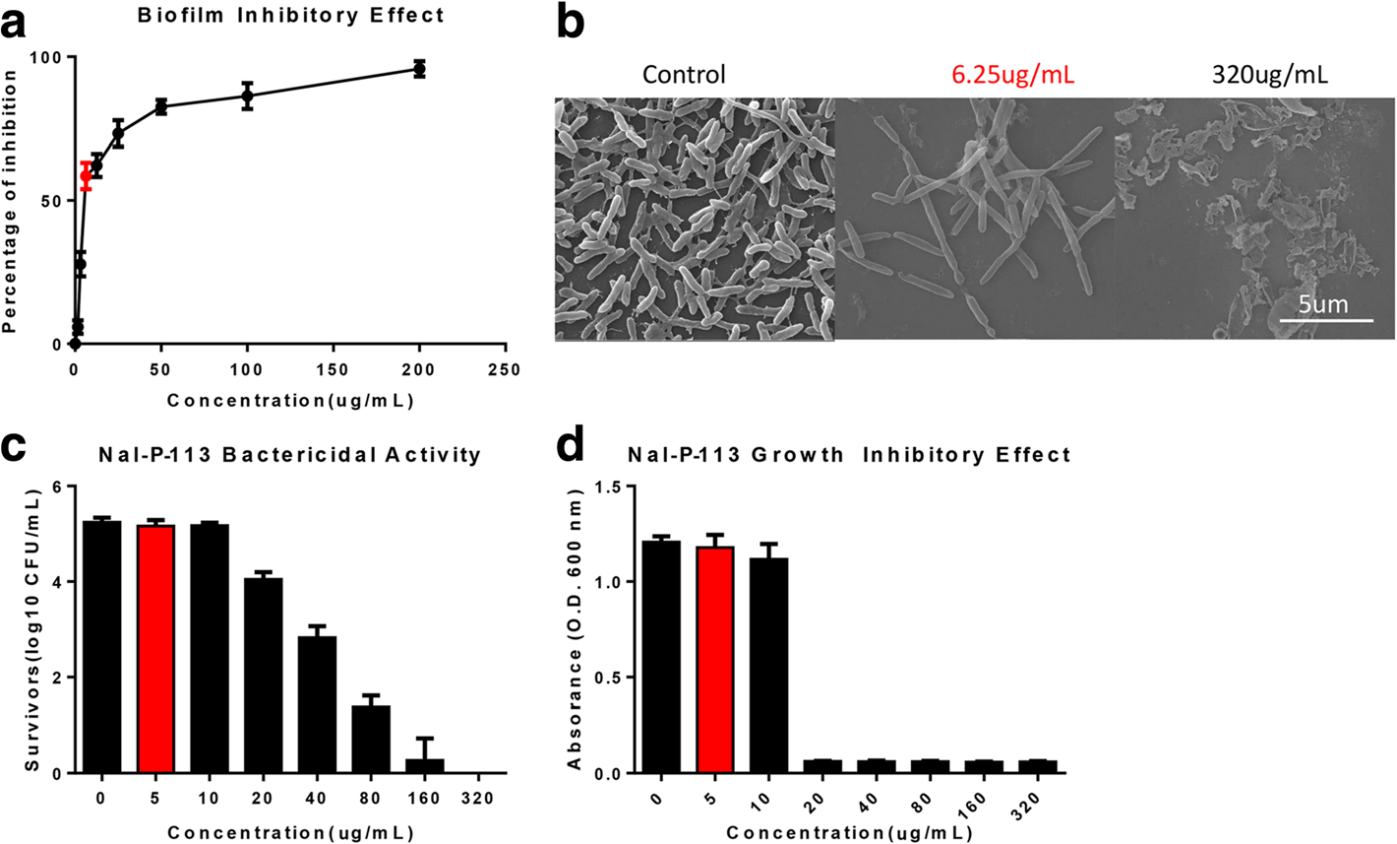
The MIC of Nal-P-113 to *P. gingivalis* W83 was 160 μg/mL, the MBC was 20 μg/mL, the MBIC was 6.25 μg/mL. The above results showed that Nal-P-113 inhibited *P. gingivalis* biofilms at a concentration that did not inhibit *P. gingivalis* growth. **a** Biofilms susceptibility assay of Nal-P-113 against *P. gingivalis* W83. **b** SEM image of *P. gingivalis* W83 in biofilm formation. **c** Bacterial growth assay of Nal-P-113-treated *P. gingivalis* W83. **d** Bactericidal assay of Nal-P-113-treated *P. gingivalis* W83. Data shown here are the mean ± S.D. from three independent cultures

### Nal-P-113 induced differential gene expression and disrupted the signaling pathways *in P. gingivalis* W83

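RNA from 1 culture of *P. gingivalis* W83 exposed to 6.25 μg/mL Nal-P-113 for 0.5 h and from 3 untreated control cultures was labelled with Cy3 and hybridized to 4 single-colour arrays, so the treated condition had no replicate. Each array carried 15368 spots, of which 14832 measured 1854 genes with 1 probe in 8 spots per gene. The authors deposited the intensity of each spot as Agilent's Feature Extraction software wrote it, corrected for background within the array and not normalized between arrays. Spots that the software marked as non-uniform or as outliers were left out, which removed 1.90% of the gene spots on the Nal-P-113 array and 7.30%, 1.79% and 2.90% on control arrays 1, 2 and 3. The log2 intensity was set relative to the 75th percentile of its array, which lay at an intensity of 625 on the Nal-P-113 array and at 816, 2179 and 520 on the control arrays, and the spots of a gene were averaged. A gene counted as detected on an array when more than 50% of its spots were well above background, and 1801 genes detected on the Nal-P-113 array or on all 3 control arrays were compared. On the 4 arrays in the same order, 1793, 1670, 1853 and 1735 genes were detected. The log2 fold change was the Nal-P-113 value minus the mean of the controls, and limma's moderated test estimated the spread from the 3 control arrays alone. The single treated array limits the precision of every fold change, and a difference specific to that culture or that array cannot be separated from an effect of the peptide.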

To further understand the underlying mechanism of Nal-P-113-inhibited biofilms formation in *P. gingivalis* W83, we exposed the *P. gingivalis* W83 with 6.25 μg/mL Nal-P-113 for 0.5 h prior subjected to microarray gene analysis. Genes with expression fold change greater than 2 and FDR < 5% were identified as dysregulated genes. 

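With limma's test and Benjamini-Hochberg adjustment over 1801 genes, 0 genes had a fold change greater than 2 and an FDR under 5%. The smallest adjusted p was 0.107, and 276 genes had an unadjusted p under 0.05, where 90.05 would be expected by chance. Of these genes, 269 passed 2-fold, and 131 of them were lower. When each control array was set against the other 3 arrays in the same way, 88, 59 and 31 genes had an unadjusted p under 0.05. The alternative that moved the smallest adjusted p most was normexp background correction, at 0.228, and the lowest value, 0.0765, came from limma's trended and robust fit.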

Supervised clustering analysis showed that Nal-P-113 treatment induced a significant alternation of gene expression in *P. gingivalis* W83 compared to untreated control (Fig. 2a). 

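The Nal-P-113 array lay farther from the other arrays than any control array did. Its median absolute log2 difference from the mean of the other 3 arrays was 0.52 over 1801 genes, against 0.38, 0.36 and 0.35 for control arrays 1, 2 and 3. Across genes, which are not independent replicates, Pearson's r with the Nal-P-113 array was 0.752, 0.851 and 0.808 for the 3 controls, and between the controls it lay between 0.885 and 0.907. The Nal-P-113 array had the largest difference under every normalization and filter compared, with the narrowest margin after normexp background correction, where it was 0.42 against 0.41 for control array 2. There are only 4 ways to set 1 of these arrays against 3, so the separation has no exact permutation p that could reach 0.05. The paper concludes from the clustering in Fig. 2a that the treatment altered gene expression.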

In total, Nal-P-113 treatment resulted in an increase in 204 transcripts and a decrease in 220 transcripts in *P. gingivalis* W83 (Additional file 1: Table S2). 

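Without a test, 205 genes were more than 2-fold above the mean of the controls and above every control, and 196 were more than 2-fold below the mean and below every control. The same count gave 264 genes in all when control array 1 was the single array, 173 for control array 2 and 137 for control array 3, against 401 for the Nal-P-113 array. When a control was the single array, the other 3 included the Nal-P-113 array, here and in limma's test above. That can widen their spread and lower the numbers for the controls, so the comparison is not fully alike. Over all compared genes the log2 fold change ran from -4.74 to 3.31, with quartiles at -0.43 and 0.58, and the median SD among the controls was 0.37. The count moved most with a fold change of 1.5 in place of 2, to 419 genes higher and 325 lower. At 2-fold it moved most with normexp background correction and its offset of 50, to 116 higher and 114 lower. It was 154 higher and 218 lower after cyclic loess normalization, and 205 higher and 240 lower without a filter on detection. In simulated arrays with the spread of the real controls and 200 planted changes, 97% of the planted genes and 9.13% of the unchanged genes passed the same limit. All planted changes were well past 2-fold, so the first share does not describe genes near that limit. Noise was drawn separately for each gene, so shared differences between neighbouring genes were not simulated.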

The complete list of gene expression values has been deposited in NCBI’s Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE 93873).

**Fig. 2:**
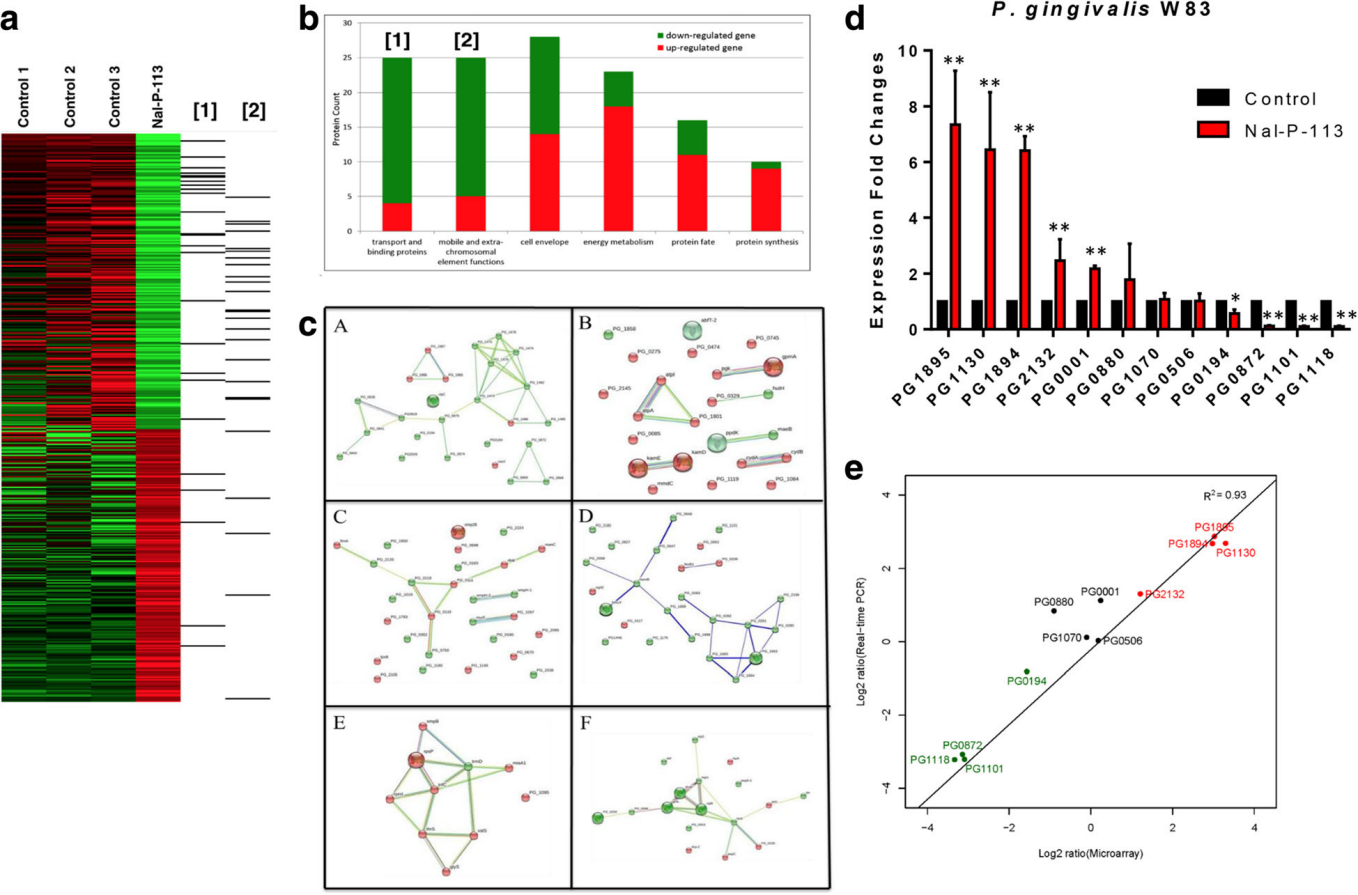
Differentially gene expression was exhibited in Nal-P-113-treated *Porphyromonas gingivalis* W83 as shown in KEGG pathway analysis. Differentially regulated genes can be categorized into six groups according to the TIGR genome database, including mobility and extrachromosomal element functions, energy metabolism, cell envelope, transport and binding proteins, protein synthesis and protein fate. 12 genes were selected to verify the consistency of quantitative PCR and Microarray analysis. **a** Supervised clustering of Nal-P-113-treated and non-treated *Porphyromonas gingivalis* (*n* = 3); (**b**) KEGG pathway analysis on the deferentially expressed genes in Nal-P-113-treated *Porphyromonas gingivalis*. **c** The network was constructed in the six major dys-regulated pathways. *a*: Differentially expressed genes related to mobile and extrachromosomal element functions. *b*: Differentially expressed genes related to energy metabolism. *c*: Differentially expressed genes related to cell envelope. *d*: Differentially expressed genes related to transport and binding protein. *e*: Differentially expressed genes related to protein synthesis. *f*: Differentially expressed genes related to protein fate. Nodes and edges represent differentially expressed genes and interactions among them. Up-regulated genes were represented as pink nodes, down-regulated genes were represented as green nodes. **d** The fold changes of gene expression levels in *Porphyromonas gingivalis* after Nal-P-113 treatment. Data shown here are the mean ± S.D. from three independent cultures. *, *P* < 0.05; **, *P* < 0.01. **e** Correlation of the expression fold change between quantitative PCR and microarray. Green, down-regulated genes, Black, unaffected genes, Red, up-regulated genes

Although the genome of *P. gingivalis* W83 was published more than a decade ago, little is known about the interconnections among signaling pathways and how the interplay may impact the therapeutic interventions. We input the genes that were differentially expressed after Nal-P-113 treatment to STRING database for KEGG pathway analysis. Differentially regulated genes can be categorized into six groups according to the TIGR genome database. 

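The paper's lists hold 116 up-regulated and 124 down-regulated genes with the hypothetical proteins left out, and all 240 were on the arrays. All 240 had the listed direction, 235 passed 2-fold, and 238 lay outside the range of the controls. The log2 fold changes differed from the listed ones by a near-constant 0.0189, so the lists rest on these same arrays. This agreement is therefore no independent check, and the counts by role restate the lists. By the paper's cellular roles, the 25 genes of mobile and extrachromosomal element functions comprised 5 higher and 20 lower. The 23 genes of energy metabolism comprised 19 higher and 4 lower, and the 29 of cell envelope 15 higher and 14 lower. Transport and binding proteins comprised 25 genes, with 5 higher and 20 lower. Protein synthesis comprised 10 genes, with 9 higher and 1 lower, and protein fate 17 genes, with 5 higher and 12 lower. A further 42 listed genes had the role of unknown function, with 28 higher and 14 lower.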

Majority of the dysregulated genes were involved in one of the following cellular functions/pathways: mobility and extrachromosomal element functions, energy metabolism, cell envelope, transport and binding proteins, protein synthesis and protein fate. Interestingly, dysregulated genes that were found to be involved in the down-regulated pathways were mainly related to mobility, extrachromosomal element functions as well as transport and binding protein. 

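Gene groups were also formed from the product names of all genes on the arrays, whether or not a gene passed 2-fold, and the median log2 fold change of each group was ranked among 10000 random gene lists of the same size matched on mean expression. The rank describes these 4 arrays and carries no replicate error. The random lists draw genes singly, whereas genes of a group can be neighbours on the chromosome. Neighbouring genes varied together even between control arrays, with Pearson's r up to 0.427, so an extreme rank can arise more easily than the percentile implies. The 44 mobile element genes had a median of -0.74, lower than every random list, and 38 of them were lower than the mean of the controls. Against the single controls the median difference was -1.31 for control array 1, 0.02 for control array 2 and -0.88 for control array 3. That difference from control array 2 was -0.25 after quantile normalization, -0.28 after cyclic loess normalization, -0.13 without a filter on detection and 0.32 after normexp background correction. Of the 44 genes, 18 were below every control and 1 was above every control. The 82 transport and binding genes had a median of -0.19, at the percentile of 0.03 among random lists, with 53 genes lower. Their median difference was -0.48, -0.25 and -0.21 against control arrays 1, 2 and 3, and after normexp background correction it was -0.028 against control array 2.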

Meanwhile, differentially expressed genes involved in the up-regulated pathways were associated to cell envelope, energy metabolism, protein fate and synthesis (Fig. 2b and c).

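The 70 cell envelope genes had a median log2 fold change of 0.29, at the percentile of 96.7 among random lists, and the 37 energy metabolism genes one of 0.20, at the percentile of 87.3. Both lay within the central range of the random lists. Cell envelope passed its upper limit without a filter on detection, at 97.6, and with spots summarised by the median, at 98.5. It fell to 88.2 after quantile normalization and to 73.5 after cyclic loess normalization, with a median of 0.08. Without control replicates 2 and 3 it was at 81.6 and 85.5. Energy metabolism passed the upper limit of its lists after quantile normalization, at 97.9, after cyclic loess normalization, at 98.3, and without control replicate 2, at 98.1. For protein synthesis, the 55 ribosomal protein genes had a median of 0.25, above every random list, with 48 genes higher. Without control replicate 1 the median of these genes was 0.10, at the percentile of 99.91. Against control array 2 alone their median difference was 0.05, and it was 0.37 after quantile normalization, 0.42 after cyclic loess normalization and 0.0097 after normexp background correction. The 21 tRNA synthetase genes had a median of 0.24, at the percentile of 83.9. Their median was 0.08 without control replicate 1, at 44.6, and 0.42 without control replicate 2, at 96.2. For protein fate, the 9 chaperone and heat shock genes had a median of -0.89, at the percentile of 0.095, with 6 genes lower, and the 43 protease and peptidase genes had a median of -0.08, at the percentile of 23.6, which turned positive after quantile normalization, at 0.07, and after cyclic loess normalization, at 0.04.

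**Figure D1:**
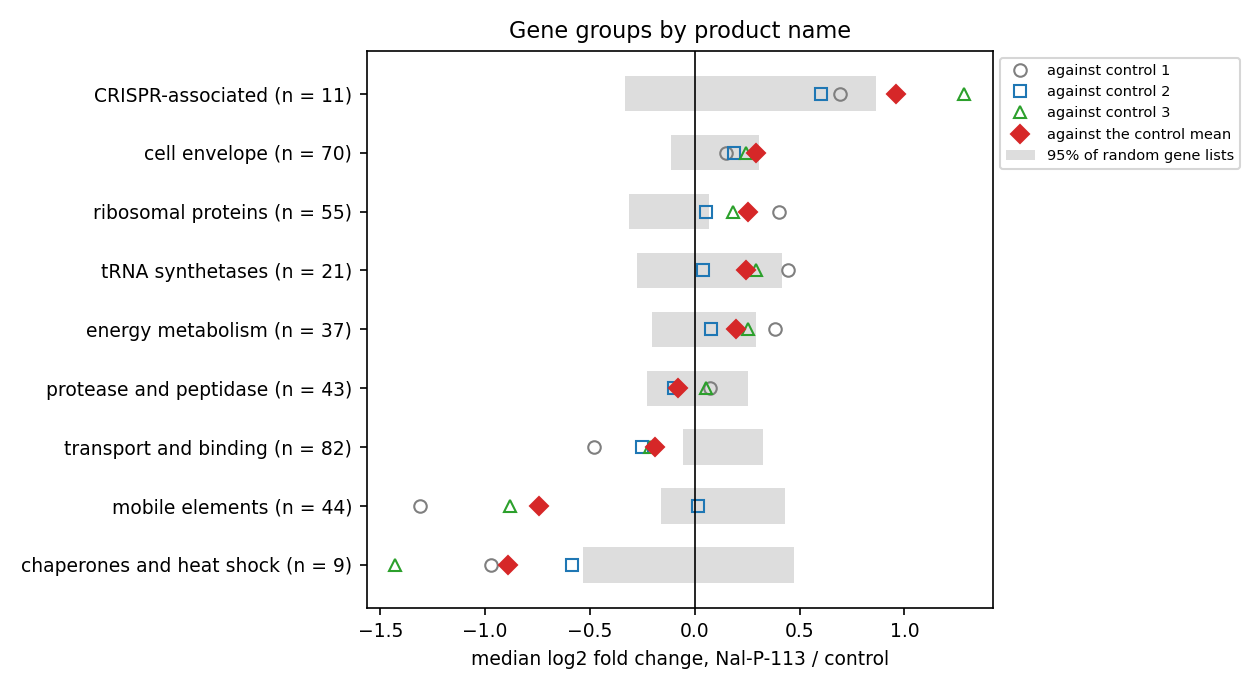
Median log2 fold change of 9 gene groups formed by product name, as diamonds against the mean of the controls and open symbols against each control array. Grey bars show the central range of 10000 random gene lists matched on expression, with 2.5% of the lists beyond each end. Mobile elements lie at -0.74 against the control mean but at 0.02 against control array 2.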

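The genes of Fig. 2d differed widely in signal. PG1130 rose from a control mean of -6.00 ± 0.20 (SD, n = 3, log2 relative to the 75th percentile) to -2.69, PG1894 from -4.15 ± 0.30 to -1.16, and PG1895 from -4.80 ± 0.40 to -1.76. The log2 fold changes were 3.31, 2.99 and 3.04, each with an adjusted p of 0.107 from limma, and after normexp background correction they were 1.67, 2.02 and 1.77. PG2132, annotated as fimbrilin, had a log2 fold change of 1.23 (standard error 0.81, adjusted p = 0.517 from limma) and lay 0.04 above control array 1. In control arrays 1 and 3, 0 of the spots of PG1130, PG1894 and PG2132 were well above background, while on control array 2 all of their kept spots were. For PG1895, 1 of 7 kept spots on control array 1 and 3 of 8 on control array 3 were well above background.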

Following, we selected the top 12 up-regulated and down-regulated genes (Additional file 1: Table S3) from the microarray analysis for validation. 

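Of the 4 genes in Fig. 2d taken as unaltered, PG0001 had a log2 fold change of -0.22, PG1070 of 0.12 and PG0506 of -0.16. The Nal-P-113 value of these 3 genes lay within the range of the controls, and the adjusted p from limma was 0.848, 0.908 and 0.907. PG0880 had a log2 fold change of 0.92 (adjusted p = 0.334 from limma) and lay above every control, 0.75 above the nearest. The sign for PG1070 turned without control replicate 1, to -0.0044, and that for PG0506 without control replicate 2, to 0.11.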

Apart from the dysregulated genes, we also included four additional genes whose expressions were not altered by Nal-P-113 as negative control. 

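Among the down-regulated genes of Fig. 2d, PG1118, which encodes ClpB, had a log2 fold change of -3.31 (standard error 0.62, adjusted p = 0.141 from limma), PG1101 of -3.07 (standard error 0.70, adjusted p = 0.210 from limma) and PG0194, a transposase of ISPg3, of -1.55 (standard error 0.44, adjusted p = 0.232 from limma). PG0872, the Xis protein of a mobilizable transposon, had a log2 fold change of -3.12, and of -0.70 after normexp background correction, but 0 of its 8 spots on the Nal-P-113 array and 0 of the 7 kept spots on control array 3 were well above background, so it was not tested. The quantitative PCR values were not analysed here.

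**Figure D2:**
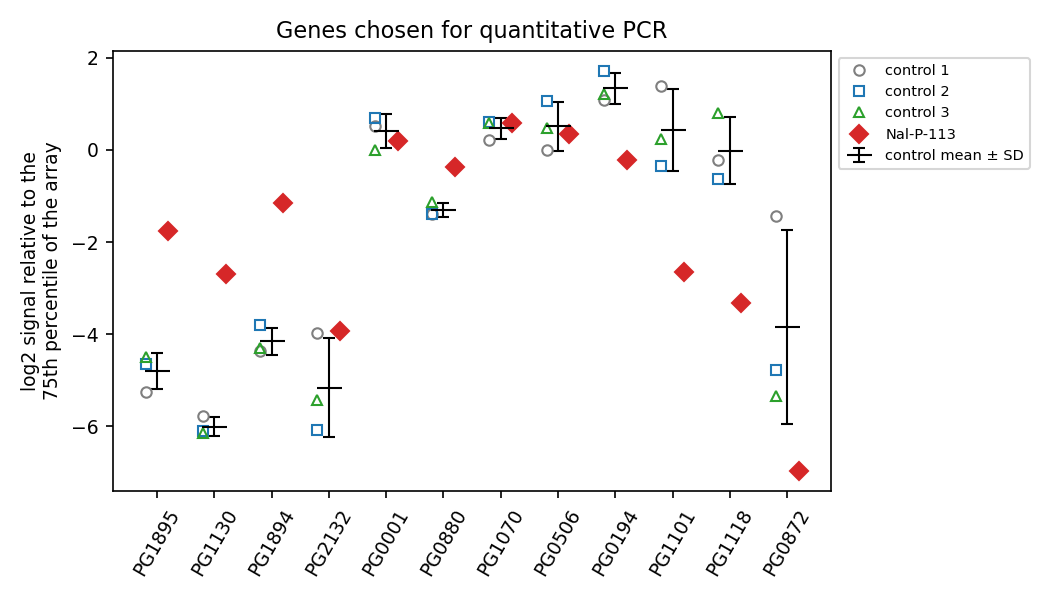
Log2 signal relative to the 75th percentile of the array for the 12 genes chosen for quantitative PCR, on the Nal-P-113 array (diamonds) and on each control array (open symbols), with the control mean ± SD (n = 3). Among the genes taken as unaltered, PG0880 sits at -0.38 with Nal-P-113, above all 3 controls.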

All top 6 up-regulated and down-regulated genes showed a similar trend and fold change in expression levels between microarray analysis and quantitative PCR, with a correlation value (R) of 0.964 (Fig. 2d and e).

### The biological effect of dysregulated genes and pathways after Nal-P-113 treatment

To further verify the underlying mechanism in Nal-P-113-treated *P. gingivalis* W83, we first used ELISA to detect free hemin and hemoglobin in liquid BHI. 

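On the arrays, PG1551, which encodes HmuY, had a log2 value of -1.90 ± 0.22 (SD, n = 3) in the controls and of -3.14 after Nal-P-113, and PG1552, which encodes HmuR, had -3.54 ± 0.35 (SD, n = 3) and -5.40. Both lay below every control. On the Nal-P-113 array 8 of 8 spots were well above background for each gene, at a mean intensity of 70.8 for PG1551 and 14.8 for PG1552.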

In accordance with the down-regulation of hmuY (PG1551) and HmuR (PG1552), known as proteins involved in the uptake of nutrients in a bacterial system (Fig. 3a), we observed a significant decrease in heme but not hemoglobin in the Nal-P-113-treated *P. gingivalis* W83 (Fig. 3b and c). Besides, when 3 mM H_2_O_2_ induced the expression of the transpoases genes that were found to be down-regulated by Nal-P-113 (Fig. 3d), 6.25 μg/mL Nal-P-113 did not inhibit *P. gingivalis* W83 biofilms formation (Fig. 3e). The result suggested that the transpoase pathways played a role in the Nal-P-113-regulated biofilms formation in *P. gingivalis* W83.

**Fig. 3:**
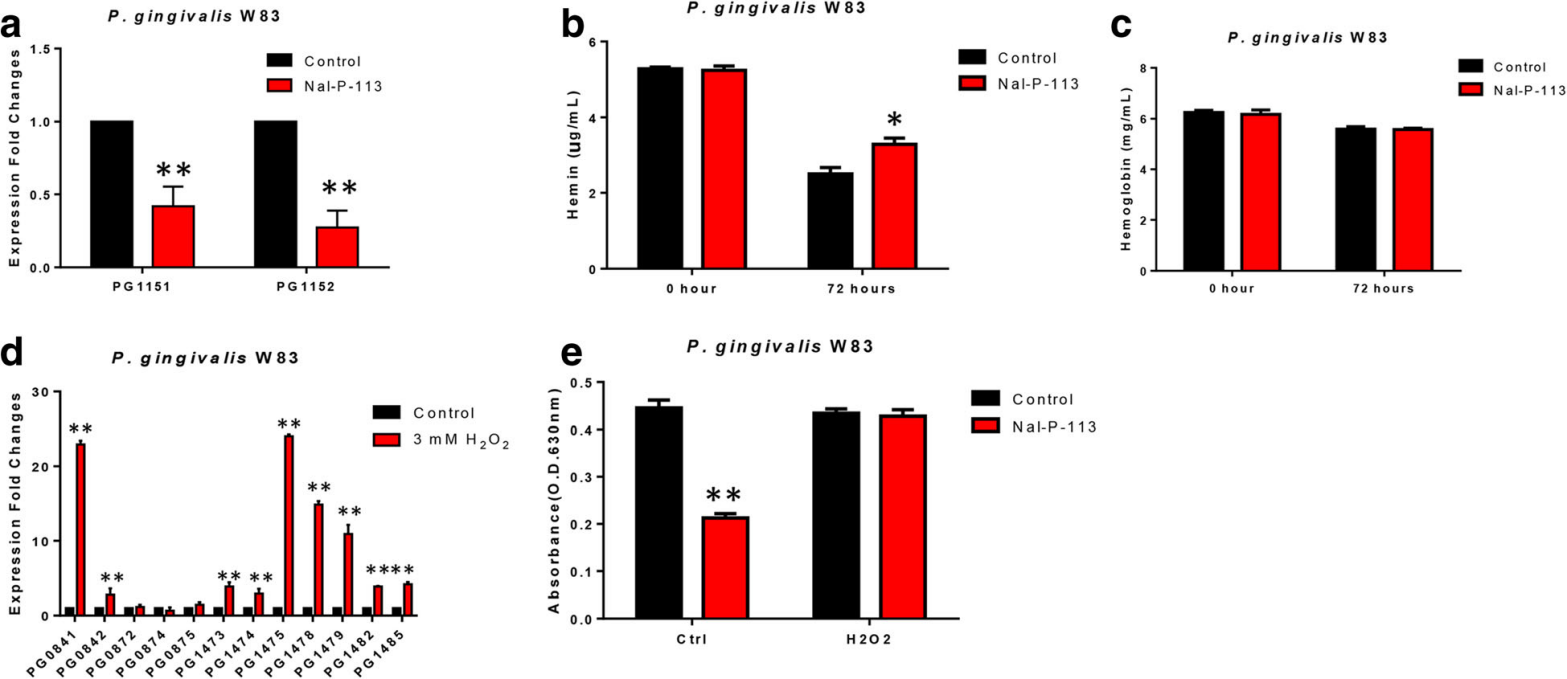
Validation of biological effect according to gene expression profiling analysis. **a** The fold changes of PG1151 and PG1152 gene expression levels in *Porphyromonas gingivalis* after Nal-P-113 treatment. **b** Free hemin concentration in *P. gingivalis* W83 culture medium either with or without treatment of Nal-P-113. **c** Hemoglobin concentration in *P. gingivalis* W83 culture medium either with or without treatment of Nal-P-113. **d** The expression of transposases levels in *Porphyromonas gingivalis* after 3 mM H_2_O_2_ treatment for one hour. **e** Biofilm susceptibility assay of Nal-P-113-treated *P. gingivalis* W83 with or without H_2_O_2_ pretreatment. Data shown here are the mean ± S.D. from three independent cultures, *, *P* < 0.05, **, *P* < 0.01

## Discussion

*P. gingivalis* is a Gram-negative oral anaerobe that has been known to play a major role in the pathogenesis of periodontitis. *P. gingivalis*, presents within the forming biofilms, orchestrates the virulence of the biofilms and consequent tissue inflammatory response to destroy the gingival tissues and ultimately resulting in tooth loss. Previously, we and others have shown that synthetic antimicrobial peptides can inhibit bacterial biofilms formation [12]. Multiple lines of evidence suggested that antimicrobial peptides acted via rapid perforation of the cell membrane [2–4]. Nevertheless, our SEM image showed that the cell membrane structure remained intact after treatment of 6.25 μg/mL Nal-P-113, indicating that a low concentration of Nal-P-113 did not disrupt the bacteria membrane. Nevertheless, Nal-P-113 at a low dose may still have indirect effects on bacterial membrane. For example, PG0192 and PG0193, encoding the cationic outer membrane proteins that involve in the colonization and biofilms formation, were both down-regulated by 2.15 fold and 2.07 fold, respectively, upon Nal-P-113 treatment. 

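PG0192 and PG0193 are neighbours on the chromosome, from 229730 to 230254 and from 230289 to 230780, and both are annotated as cationic outer membrane protein OmpH. The log2 fold change was -1.09 for PG0192 (standard error 0.55, adjusted p = 0.405 from limma) and -1.03 for PG0193 (standard error 0.52, adjusted p = 0.405 from limma). These correspond to 2.12-fold and 2.04-fold lower signal. Across 11 settings the log2 fold change ran from -1.42 to -0.76 for PG0192 and from -1.20 to -0.72 for PG0193. PG0192 was past 2-fold in 8 of these settings and PG0193 in 7. The Nal-P-113 value of each gene was below every control, with a log2 difference from the nearest of -0.42 for PG0192 and -0.69 for PG0193.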

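PG2133, annotated as a putative lipoprotein, had a log2 fold change of -1.30 (standard error 1.16, adjusted p = 0.624 from limma). Its control values were spread over -2.58, -5.03 and -5.68, and the Nal-P-113 value of -5.73 differed from control array 3 by -0.05. Well above background were 5 of its 8 spots on the Nal-P-113 array and 0 of the 7 kept spots on control array 3. The log2 fold change was -0.38 without control replicate 1 and -0.23 after normexp background correction.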

In parallel, PG2133 encoding lipoprotein was down-regulated by 2.50 fold. The Gram-negative bacterial lipoprotein is an essential component of the outer membrane, which plays a key role in bacterial infection, survival, as well as invading and damaging the host’s immune defense. The down-regulation of PG0192, PG0193 and PG2133 may be correlated with the effects of antimicrobial peptides in the bacterial membranes that reduce their ability to maintain cellular structure, to form biofilms or to survive.

Studies have reported the inhibiting effects of antimicrobial peptides in biofilms formation, which involved the disruption of the bacteria’s physiological metabolism [2–4]. However, our gene expression profiling demonstrated that the presence of Nal-P-113 enhanced *P. gingivalis* W83 aerobic respiration to survive. 

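The list of 23 energy metabolism genes rests on these same arrays. All 23 passed 2-fold, 19 higher and 4 lower, and each lay outside the range of the 3 controls. Their log2 fold changes ran from -1.82 to 1.88. Over all 37 genes assigned to energy metabolism by product name, 24 were higher and 13 lower than the mean of the controls. Of these 37, 8 were more than 2-fold higher and above every control, and 3 more than 2-fold lower and below every control. The group by product name thus leaves out many of the 23 listed genes and does not cover the paper's category. The paper infers enhanced aerobic respiration from its gene expression profile.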

There were 23 differentially expressed genes function in energy metabolism, five genes were down-regulated, and 18 genes were up-regulated. Cytochrome dubiquinol oxidase-encoding genes, cydA (PG0900) and cydB (PG0899), which are related to aerobic respiration in *P. gingivalis* [16], were up-regulated by 3.64-fold and 2.06–fold, respectively. 

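PG0900, the gene of cytochrome d ubiquinol oxidase subunit I (964796 to 966379), had a log2 value of -1.20 ± 0.21 (SD, n = 3) in the controls and of 0.68 after Nal-P-113. Its log2 fold change was 1.88 (standard error 0.40, adjusted p = 0.195 from limma), a 3.69-fold increase. PG0899, the gene of subunit II (963587 to 964750), rose from -0.38 ± 0.37 (SD, n = 3) to 0.68, a log2 fold change of 1.06 (standard error 0.45, adjusted p = 0.334 from limma). Across the alternatives, the change of PG0900 stayed between 1.71 and 1.95 and that of PG0899 between 0.85 and 1.19.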

Within the locus encoding cydA and cydB, there is an open reading frame encoding a protein of unknown function (PG0901), and was up-regulated in the presence of Nal-P-113, indicating that it may be a member of the same transcriptional unit as the cydAB operon. 

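PG0901, annotated as a hypothetical protein, lies next to PG0900 from 966405 to 966653. It had a log2 fold change of 2.42 (standard error 0.63, adjusted p = 0.232 from limma) and was 1.76 above the nearest control. Neighbouring genes changed together over the whole chromosome, with Pearson's r of 0.473 between the log2 fold changes of neighbours. The same r was 0.427, 0.395 and 0.387 when control arrays 1, 2 and 3 were each compared with the other controls.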

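PG0130, annotated as phosphoglyceromutase, had a log2 fold change of 1.28 (standard error 0.42, adjusted p = 0.270 from limma). Its control values were -2.02 ± 0.29 (SD, n = 3) and its Nal-P-113 value was -0.74.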

PG0130, encoding the phosphoglycerate mutase that participates in DNA and RNA synthesis, was up-regulated. Furthermore, genes related to protein synthesis were up-regulated. 

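For PG0502, annotated as SsrA-binding protein, the log2 fold change was 1.40 (standard error 0.51, adjusted p = 0.293 from limma), a 2.64-fold increase. The Nal-P-113 value was 0.85 above the nearest control.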

PG0502, encoding SsrA-binding protein, was up-regulated by 2.61-fold. 

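Log2 fold changes were 1.66 for PG0992 (standard error 0.40, adjusted p = 0.219 from limma), 1.09 for PG2165 (standard error 0.40, adjusted p = 0.298 from limma) and 1.02 for PG1132 (standard error 0.71, adjusted p = 0.536 from limma). PG1132 was 0.29 above control array 2, and its change was 0.52 without control replicate 1. Of the 21 tRNA synthetase genes on the arrays, 13 were higher and 8 lower than the mean of the controls, and 4 were more than 2-fold higher and above every control.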

PG0992, encodes threonyl-tRNA synthetase, PG1132 encodes valyl-tRNA synthetase, and PG2165 encodes glycyl-tRNA synthetase, were found to be up-regulated. Ammonia acyl-tRNA synthetase is one of the key enzymes in protein synthesis [17]. 

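PG2117, the gene of ribosomal protein S16, had a log2 fold change of 1.75 (standard error 0.76, adjusted p = 0.348 from limma) and PG0990, the gene of ribosomal protein L35, one of 1.35 (standard error 0.76, adjusted p = 0.450 from limma). Control array 1 held the lowest value of both genes, and without it the changes were 1.18 and 0.82. Among 55 ribosomal protein genes, 48 were higher than the mean of the controls, 21 were above every control, and 2 were more than 2-fold higher.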

PG2117 and PG0990 both encoding ribosomal proteins were shown to be up-regulated by 3.32-fold and 2.52-fold, respectively.

Moreover, transporting and binding protein pathway was also significantly inhibited by Nal-P-113 treatment. 4 out of the 25 transporting and binding protein-related genes were up-regulated, and the remaining 19 genes were down-regulated. 

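All 25 listed transport and binding genes, a list that rests on these same arrays, kept the listed direction, with 5 higher and 20 lower. More than 2-fold lower and below every control were 19 of them, and the remaining lower gene, PG1663, had a log2 fold change of -0.9994, just short of 2-fold. Over the 82 transport and binding genes found by product name, 18 were more than 2-fold lower and below every control and 2 were more than 2-fold higher and above every control.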

PG0282 and PG1663 encode ABC transporter and ATP-binding protein, respectively. PG0281, PG0280, PG1664 and PG1665, encoding ABC transporter and permease proteins, were down-regulated. 

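PG0280, PG0281 and PG0282 lie in a row on the chromosome from 313387 to 317005 and PG1663, PG1664 and PG1665 from 1745269 to 1748512. The log2 fold change was -1.65 for PG0280 (standard error 0.43, adjusted p = 0.232 from limma), -1.05 for PG0281 and -1.11 for PG0282. It was -0.9994 for PG1663, -1.12 for PG1664 and -1.18 for PG1665. All 6 genes were below every control. PG0281 differed from control array 2 by only -0.13, and PG0282 by -0.41. PG0280 had a mean intensity of 15.1 on the Nal-P-113 array, and its change was -0.38 after normexp background correction. After the same correction the change was -0.60 for PG0281 and -0.45 for PG0282, and without control replicate 1 that of PG0281 was -0.50. Across the alternatives PG1663 stayed between -1.29 and -0.80, PG1664 between -1.27 and -0.92 and PG1665 between -1.30 and -0.97.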

ABC transporters are a group of transmembrane proteins, known to be associated with a variety of physiological processes including the uptake of nutrients, the non-classical secretion of signaling molecules and toxins, multidrug resistance and the development of human disease. ABC transporters play a role in cell-to-surface and cell-to-cell interactions in biofilms development [18–20]. The observed differentially expressed genes in ABC transporter superfamily were in line with our SEM result, demonstrating the loss of cell contact in *P. gingivalis* W83 after treated with Nal-P-113 at a low concentration.

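For PG2016, annotated as a CRISPR-associated helicase Cas3, the log2 fold change was 1.67 (standard error 0.68, adjusted p = 0.323 from limma). PG1985, PG1986 and PG1987 lie next to one another from 2073969 to 2077522 and had log2 fold changes of 1.31, 1.09 and 1.28. All 4 genes were above every control. Among the 11 CRISPR-associated genes found by product name, 10 were higher than the mean of the controls and 8 were above every control. The group median was 0.96, at the percentile of 99.1 among random lists, and it stayed positive after quantile normalization, at 0.79, cyclic loess normalization, at 0.65, and normexp background correction, at 0.72. Without control replicate 3 it was 0.65, at the percentile of 92.0.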

PG2016, encoding CRISPR-associated helicase, PG1985, PG1986 and PG1987 encoding other CRISPR-associated proteins, were shown to be up-regulated and may be related to the immune response due to foreign DNA. The down-regulation in integrase and the up-regulation of CRISPR-associated proteins indicated that the killing of *P. gingivalis* W83 by Nal-P-113 differed to that of antibiotics. Therefore, the acquisition of resistance to Nal-P-113 is less likely compared to antibiotic since different mechanisms are activated in the bacteria system.

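Of the 7 genes with integrase in the product name, 6 were lower than the mean of the controls, with log2 fold changes from -1.82 to 0.04 and a median of -0.36. More than 2-fold lower and below every control were 2 of them, and both are in the paper's down-regulated list. PG0874, annotated as the Int protein of a mobilizable transposon, had a log2 fold change of -2.13 (standard error 0.53, adjusted p = 0.226 from limma).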

Lastly, PG1551 encodes hmuY protein, while PG1552 encodes the TonB-dependent receptor HmuR. These two genes were down-regulated by 2.39-fold and 3.67-fold, respectively. 

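For PG1551 (1628578 to 1629006) the log2 fold change was -1.24 (standard error 0.40, adjusted p = 0.270 from limma), a 2.36-fold decrease, and for PG1552 (1629021 to 1630961) it was -1.86 (standard error 0.44, adjusted p = 0.219 from limma), a 3.63-fold decrease. PG1551 differed from the nearest control by -1.05 and PG1552 by -1.46. With each control left out in turn, the change stayed between -1.34 and -1.12 for PG1551 and between -2.06 and -1.72 for PG1552. After normexp background correction it was -0.78 and -0.47.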

The bacterial uptake system for heme requires two kinds of proteins: HmuY, which scavenges heme from host hemoproteins, and HmuR, which transports nutrients across the bacterial cell membrane. The down-regulation of these two genes by Nal-P-113 suggested that Nal-P-113 treatment might weaken the ability of *P. gingivalis* W83 to utilize hemin. In fact, our ELISA assays verified that the concentration of hemin decreased significantly in the Nal-P-113-treated *P. gingivalis* W83 liquid BHI, indicating that Nal-P-113-treated bacteria could not utilize the hemin efficiently, therefore inhibited the formation of biofilms. Furthermore, PG0841, PG0842, PG0872, PG0874, PG0875, PG1473, PG1474, PG1475, PG1478, PG1479, PG1482, PG1485, which encode the transposase genes were all down-regulated upon Nal-P-113 treatment. 

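All 12 genes were lower than every control on the arrays. The product names give PG0841 as a putative excision protein, PG0874 as Int, PG0872 as Xis and PG0875 as TnpA of a mobilizable transposon, and the genes from PG1473 to PG1485 as Tra proteins of a conjugative transposon. The largest tested changes were -2.93 for PG0842 (standard error 0.62, adjusted p = 0.195 from limma) and -2.92 for PG0875 (standard error 0.80, adjusted p = 0.232 from limma), and the smallest was -1.06 for PG1474 (standard error 0.62, adjusted p = 0.461 from limma). On the Nal-P-113 array 7 of the 12 genes had a mean intensity under 20. PG0872, PG0875 and PG1475 had 0 spots well above background there, and PG0872, PG1475 and PG1478 were not detected on enough arrays to be tested. Control array 2 held the lowest control value for 11 of the 12 genes and control array 1 the highest for 11. The median log2 difference from control arrays 1, 2 and 3 was -2.81, -1.41 and -1.97, and the difference from control array 2 ranged from -2.20 to -0.21. After normexp background correction only PG0841, PG0842 and PG0874 stayed more than 2-fold lower, at -1.47, -1.80 and -1.28. The other 9 changes ranged from -0.76 to 0.02, with that of PG1478 turned positive. That alternative adds an offset of 50, above the Nal-P-113 intensity of the 7 genes under 20. The offset can by itself shrink their changes. Over the 31 compared genes from PG0838 to PG0875, 26 were lower than the mean of the controls, and the median difference from control array 2 was -0.11. Over the 11 compared genes from PG1473 to PG1486, 7 were lower, with log2 fold changes from -2.43 to 1.10. The median difference of these genes from control array 2 was -0.21.

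**Figure D3:**
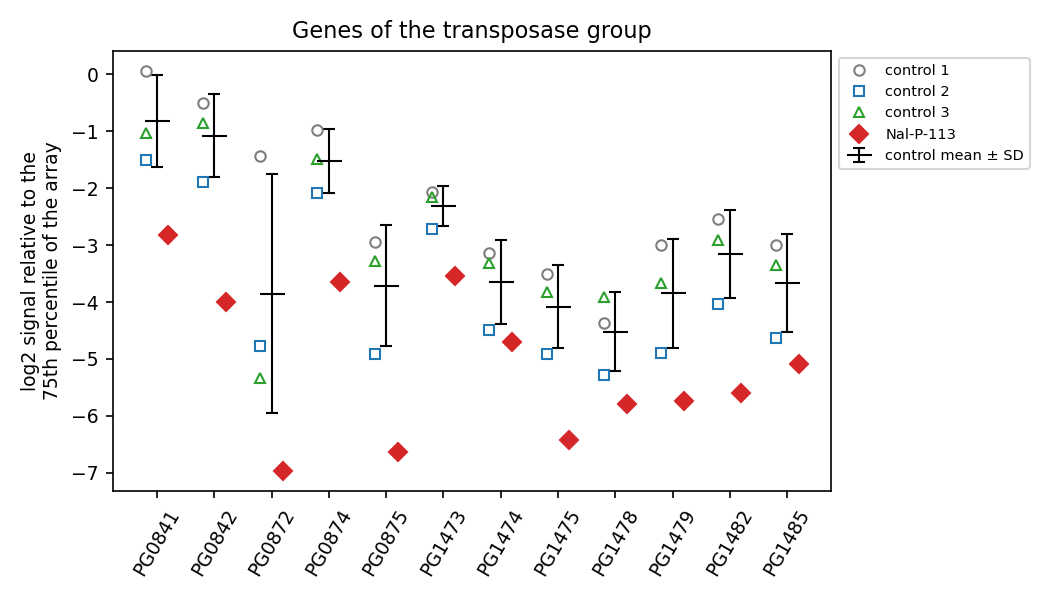
Log2 signal relative to the 75th percentile of the array for the 12 genes on the Nal-P-113 array (diamonds) and on each control array (open symbols), with the control mean ± SD (n = 3). The Nal-P-113 value is the lowest for each gene, and control array 2 is the lowest control for 11 of them.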

Previous studies have shown that H_2_O_2_ induces the expression of transposase genes in *P. gingivalis* [21, 22]. Our results showed that H_2_O_2_ pre-treatment abolished 6.25 mg/mL Nal-P-113 anti-biofilms formation in *P. gingivalis* W83, which indicated that transposase genes played an important role in Nal-P-113-mediated biofilms formation.

## Conclusions

*P. gingivalis* is one of the major etiologic agents which contributes to chronic periodontitis. It attributes to the formation of subgingival biofilms and stimulates a cascade of inflammatory reaction. Our results showed that Nal-P-113 exerted its anti-microbial and anti-biofilms effects in *P. gingivalis* W83 by mediating the energy metabolism, protein synthesis, mobile and extrachromosomal element functions, transport and binding proteins of the bacteria. In addition, we verified that Nal-P-113 acted through the down-regulation of transposase genes or reduction of hemin utilization in *P. gingivalis* W83 to inhibit the formation of biofilms. In summary, this study provides a molecular biological basis of Nal-P-113 in the prevention and treatment of periodontitis.

## Additional file

Additional file 1: Table S1. List of primers used for qPCR experiments. **Table S2**. Up-regulated gene list in Nal-P-113 treated *P.gingivalis* W83 (hypothetical protein excluded). **Table S3**. Down-regulated gene list in Nal-P-113 treated *P.gingivalis* W83 (hypothetical protein excluded).

## Abbreviations

BHI: Brain heart infusion
CFU: Colony forming units
CRISPR: Clustered regularly interspaced short palindromic repeat
ELISA: Enzyme linked immunosorbent assay
LPS: Lipopolysaccharide
qPCR: Quantitative PCR
SEM: Scanning electron microscopy

# Supplementary material for: Molecular pathways underlying inhibitory effect of antimicrobial peptide Nal-P-113 on bacteria biofilms formation of Porphyromonas gingivalis W83 by DNA microarray
**Source:** BMC Microbiol. 2017 Feb 17;17:37. doi: 10.1186/s12866-017-0948-z
**Supplement:** Additional file 1: Table S1. — List of primers used for qPCR experiments. Table S2. Up-regulated gene list in Nal-P-113 treated P.gingivalis W83 (hypothetical protein excluded). Table S3. Down-regulated gene list in Nal-P-113 treated P.gingivalis W83 (hypothetical protein excluded).

**Supplementary Table 1***.* List of selected genes and primers for qPCR

| Gene |  | Primers | Amplicon (bp) |
| --- | --- | --- | --- |
| PG1130 | -F | 5’-CAAAAGCGGAACAGGCCATC-3’ | 72 |
|  | -R | 5’-GCAATATCTCGCGCAAAGGG-3’ |  |
| PG1895 | -F | 5’- TGACAGTGGATCTGGCACAC-3’ | 87 |
|  | -R | 5’- CAGGGCGCAAATAAGGCATC-3’ |  |
| PG1894 | -F | 5’-CCTATCCTACTGTTTCAAGGCCA-3’ | 77 |
|  | -R | 5’-TTTGGGCTGTTTCCGCATAA-3’ |  |
| PG2132 | -F | 5’- CAAAACGGGGATTTCATTTCTC-3’ | 147 |
|  | -R | 5’- GCCTATGACGGGTATGAATGGT-3’ |  |
| PG0506 | -F | 5’- AACCAGTCTTGGGCTTCTCCT-3’ | 82 |
|  | -R | 5’- GCTTGATGTTGTTCGGGTGTT-3’ |  |
| PG0872 | -F | 5’-CGCTCCACGATTCAGTGCTA-3’ | 74 |
|  | -R | 5’-CACAGCTTATCACGCTGGGA-3’ |  |
| PG1118 | -F | 5’- TCATCGAAAAGCACCACGGA-3’ | 81 |
|  | -R | 5’- GGGGTATGTGGGCTATGACG-3’ |  |
| PG1101 | -F | 5’-TCTGATTGCTCAAGCGCAGA-3’ | 99 |
|  | -R | 5’-ATACGGACTGGCGCATACAG-3’ |  |
| PG0194 | -F | 5’-CGCAGAATCTGACCGAAATA-3’ | 146 |
|  | -R | 5’-CATCTACGATGCCAAGCGA-3’ |  |
| PG0880 | -F | 5’-GGCTACGAAATCATCGGAGT-3’ | 110 |
|  | -R | 5’-TTGAGACGCACTTCCTCATC-3’ |  |
| PG1070 | -F | 5’-TTACACTCACCGCTGAAGAAGAAG-3’ | 100 |
|  | -R | 5’-TTCTCGGGGTCTATCAAACTCAA-3’ |  |
| PG0001 | -F | 5’-AGGTGGTCATGTTCCTCTCC-3’ | 78 |
|  | -R | 5’-GGTTACGTCCTCCCATCAGT-3’ |  |
| PG0841 | -F | 5’-GGTATTGCTCCCCTCTACGC-3’ | 124 |
|  | -R | 5’-TGGAGAGTGCAAACGAGGTC-3’ |  |
| PG0842 | -F | 5’-AGAGCCATCATCCGCTATGC-3’ | 87 |
|  | -R | 5’- GATGTCGTGCATCAAGTCGC-3’ |  |
| PG0872 | -F | 5’- CGAAAGGGTGCAACTACAGC-3’ | 71 |
|  | -R | 5’- TTACGACGCACCTCTTGACG-3’ |  |
| PG0874 | -F | 5’- CCTTCTCAACGCCAAGCAAC-3’ | 113 |
|  | -R | 5’- GCCACTTATCTCGGTACGCA-3’ |  |
| PG0875 | -F | 5’- ACTGTTCGGGAGGCTATGGA-3’ | 106 |
|  | -R | 5’- TGAGGACATTCCGACCTTGC-3’ |  |
| PG1473 | -F | 5’- AAGGTGTTTTGCGGATCGGA-3’ | 112 |
|  | -R | 5’- GACTGCCGCTCTTTGCTTTG-3’ |  |
| PG1474 | -F | 5’- TCTTGGATCGTTCGGGCTTC-3’ | 87 |
|  | -R | 5’- TGACGAGCAGCAAGAGACTG-3’ |  |
| PG1475 | -F | 5’- CAACGGGCTGCTTTTCTTCC-3’ | 72 |
|  | -R | 5’- GTGATGAAGTCCACCGAGCA-3’ |  |
| PG1478 | -F | 5’- TCGCTTATGCTCGCTCTCAG-3’ | 103 |
|  | -R | 5’- CCGGCGCAATCGTAAAGAAG-3’ |  |
| PG1479 | -F | 5’- GGAAGCCTGTAAACGGGACA-3’ | 96 |
|  | -R | 5’- TCTTCCGGGCCGATAAAACC-3’ |  |
| PG1482 | -F | 5’- ATGTGCGGCATGAACCAGTA-3’ | 113 |
|  | -R | 5’- TTCATCAGCCCGTGTTCTCC-3’ |  |
| PG1485 | -F | 5’- TGAAGAACAGCGCCAAAAGC-3’ | 148 |
|  | -R | 5’- CATCGTGATCTCCTGACGGG-3’ |  |

**Supplementary Table 2**. Up-regulated gene list in Nal-P-113 treated *P.gingivalis* W83 (hypothetical protein excluded)

^a^: Locus number, putative identification and cellular role are according to TIGR genome database.

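The fold differences of the up-regulated list can be set beside the arrays gene by gene. For the 116 genes, the log2 fold change computed from the arrays exceeded the log2 of the paper's listed fold by 0.0189 for the median gene, and the lowest and highest differences were 0.01887 and 0.01894. All 116 passed 2-fold, and 114 were above every control.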

^b^: Average fold difference indicates the expression of the gene by antimicrobial peptide Nal-P-113 addition versus no antimicrobial peptide Nal-P-113 addition.

**Supplementary Table 2.** Down-regulated gene list in Nal-P-113 treated *P.gingivalis* W83 (hypothetical protein excluded)

^a^: Locus number, putative identification and cellular role are according to TIGR genome database.

^b^: Average fold difference indicates the expression of the gene by antimicrobial peptide Nal-P-113 addition versus no antimicrobial peptide Nal-P-113 addition.

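For the 124 genes of the down-regulated list, the log2 fold change computed from the arrays exceeded the log2 of the paper's listed fold, taken as negative, by between 0.01887 and 0.01899. All 124 were below every control, and all but 5 were more than 2-fold lower. Of the listed genes 3 were not detected on enough arrays to be tested.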

How the deposited data were processed for this re-analysis (not part of the article)

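Gene expression was measured on 4 single-colour Agilent arrays of *P. gingivalis* W83, 1 from a culture treated with 6.25 μg/mL Nal-P-113 for 0.5 h and 3 from untreated control cultures. The deposited files give the intensity of each spot as Agilent's Feature Extraction software wrote it for the authors, after background subtraction and detrending within each array and without normalization between arrays. The later steps that the authors carried out in GeneSpring are not part of these values, and the paper's text does not name the normalization used there. The description of the series names RMA normalization and SAM for NimbleGen arrays, whereas the files come from Agilent arrays, so those steps were not applied.

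Analyses were run in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib. Control spots and spots that the software marked as non-uniform or as population outliers were left out. The background-subtracted signal was put on the log2 scale, the 75th percentile of the remaining gene spots of each array was subtracted, and the 8 spots of each gene were averaged. There was 1 probe per gene, and 23 of the 1854 genes shared a probe sequence with another gene. A gene was compared when it was detected, with more than 50% of its spots well above background, on the Nal-P-113 array or on all 3 control arrays. This kept 1801 genes and left out 53. Values of named genes that were not compared in this way are given without a test.

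The log2 fold change was the value on the Nal-P-113 array minus the mean of the control arrays. Since the treated condition had a single array, a count without a test was made of genes more than 2-fold from the mean of the controls and outside the range of all 3. The paper's criterion of an FDR under 5% and a fold change greater than 2 was applied with limma's moderated test and Benjamini-Hochberg adjustment, with a spread that came from the controls alone, on 2 residual degrees of freedom and 3.96 prior degrees of freedom. Gene groups were defined by patterns in the product names, so their members are not those of the paper's roles. Their median log2 fold change was ranked among 10000 random gene lists of the same size matched on mean expression in 10 bins. These lists draw genes singly and do not keep neighbouring genes together. On data simulated with the spread of the real controls, limma recovered 47% of 200 planted changes with 3 false calls among 97. All planted changes were well past 2-fold, so this share does not describe smaller changes.

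The number of arrays limits the precision. No spot of a gene was saturated on any array. The median SD of a gene's spots on the log2 scale was 0.07 on the Nal-P-113 array and 0.17, 0.06 and 0.09 on control arrays 1, 2 and 3. The genes named are every *P. gingivalis* locus that the paper names in its text or in Fig. 2d, 2e, 3a or 3d, and the largest changes among genes passing the FDR and fold-change limits, of which there were 0. The alternatives were quantile and cyclic loess normalization, normexp background correction with an offset of 50, other filters on detection, the median of the spots in place of the mean, saturated spots left out, a fold change of 1.5, limma's trended and robust fit, and each control array left out in turn. Results of the bactericidal, biofilm, microscopy, ELISA and quantitative PCR experiments were not analysed here.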

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

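Both tests in this part were chosen only after the result was seen. The paper left hypothetical proteins out of its gene lists, and 166 of the 644 compared hypothetical proteins were more than 2-fold from the mean of the controls and outside the range of the controls after Nal-P-113, with 83 higher and 83 lower. This share of 25.8% compares with 20.3% of the 1157 other genes. Low signal is a candidate explanation for the larger share: among random gene lists matched on mean expression the number was at the percentile of 64.1. The central range of these lists was 147 to 179 genes around a median of 163. The number is thus what genes of this signal showed on these arrays. The same count was 110, 84 and 70 hypothetical proteins when control arrays 1, 2 and 3 were each set against the other 3 arrays. Those 3 arrays included the Nal-P-113 array each time, which can lower the count. No control array reached 166, but with a single treated array the excess cannot be told apart from a difference of that culture or array, and no biological explanation could be separated from it.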

How the results depend on the processing

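The alternatives in this part were fixed before the data were examined, apart from 24 settings for the 2-fold counts that were chosen after the paper's values and the computed values had been seen. These dropped the requirement to lie outside every control, and most also changed how the 75th percentile was taken, which spots entered the averages or which genes were counted. They gave 200 to 211 genes higher and 200 to 252 lower.

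Normexp background correction with its offset of 50 moved the most results. Adding an offset can by itself shrink the fold changes of weak signals, and the correction was not tried without it. With normexp, 116 genes were more than 2-fold higher and 114 lower, 65 of the listed up-regulated and 73 of the listed down-regulated genes passed 2-fold, and the median absolute difference of the Nal-P-113 array was 0.42. That difference was 0.50 over genes detected on all 4 arrays. With a fold change of 1.5, 419 genes were higher and 325 lower. Cyclic loess normalization left 76 listed up-regulated genes past 2-fold. The cause was not tested for any of these shifts.

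Among gene groups, cell envelope passed the upper limit of the random lists without a filter on detection (0.30) and with spots summarised by the median (0.31), and energy metabolism after quantile (0.32) and cyclic loess (0.29) normalization and without control replicate 2 (0.35). The cell envelope median fell to 0.20 after quantile and 0.08 after cyclic loess normalization. The protease and peptidase median reversed after quantile (0.070) and cyclic loess (0.040) normalization and ran from -0.073 to 0.064 across the fits that each left out one control. The medians of mobile elements, transport and binding, ribosomal proteins, chaperones and CRISPR-associated genes kept their direction under every alternative, and their place beyond the random lists under all of them except CRISPR-associated genes without control replicate 3, at the percentile of 92.0. The mobile element median ran from -1.11 to -0.38 with each control left out in turn.

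Leaving out each control gave 0.51 to 0.56 for the median absolute difference of the Nal-P-113 array, 208 to 237 genes higher and 186 to 232 lower. Of 50 named genes, 5 reversed under some setting, and the cause was not tested. PG1478 was 0.019 with normexp. PG1152 was 0.42 after quantile and 0.25 after cyclic loess normalization and ran from -0.59 to 0.39 with a control left out. In the same fits PG1151 ran from -0.40 to 0.15, PG1070 from -0.0044 to 0.20 and PG0506 from -0.41 to 0.11.

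The number of genes at an FDR under 5% was 0 under every limma setting run, with 182 to 290 genes at an unadjusted p under 0.05. Leaving out saturated spots changed nothing, since there were 0. No paired analysis was possible because the single Nal-P-113 array shares only a replicate number with control replicate 1, and nothing in the labels pairs the cultures.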

Differences from the paper's values

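The paper reports 204 transcripts increased and 220 decreased by more than 2-fold with an FDR under 5%. Here limma gave 0 and 0, with 276 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap. For the 240 listed genes it does not lie in the fold changes, which differed from the listed log2 values by only 0.01887 to 0.01899. It lies in the FDR step, whose test the paper does not name. The up-regulated list also holds PG1486 and PG1856, which lay within the range of the controls.

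Counted without a test, 205 genes were more than 2-fold higher and above every control and 196 more than 2-fold lower and below every control, which is within 1.5 times the paper's 204 and 220. Of 24 settings that were chosen after seeing the values, 6 gave exactly 204 genes higher, all with the 75th percentile taken over the genes and without the requirement to lie outside every control, and 0 gave 220 lower. Those 6 settings gave 206 or 250 genes lower.

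The 4 genes that the paper used as unaltered had the opposite sign in Fig. 2e. PG0001 was at about 0.2 in the paper's Fig. 2e, read by eye, and at -0.22 here, and none of the alternatives set before the data were examined closed the gap. PG0880 was at about -0.9 in the paper's Fig. 2e, read by eye, and at 0.92 here, and no such alternative closed the gap. PG1070 was at about -0.1 in the paper's Fig. 2e, read by eye, and at 0.12 here. Only without control replicate 1 did its value, -0.0044, fall within the paper's. PG0506 was at about 0.2 in the paper's Fig. 2e, read by eye, and at -0.16 here. Only without control replicate 2 did its value, 0.11, fall within the paper's.

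For protein fate, the paper's Fig. 2b shows about 11 genes up and about 5 down, read by eye, and here 5 listed genes were more than 2-fold higher and 12 lower. None of the alternatives set before the data were examined closed either gap. For protein synthesis, the paper's Fig. 2b shows about 1 gene down, read by eye, and here 0 of the listed genes were more than 2-fold lower. With quantile normalization, with cyclic loess normalization, and without control replicate 1 or 2, the number was 1, and the other alternatives left it at 0. The listed gene is PG2035, at a listed log2 of -1.007 and at -0.989 here. The near-constant shift between listed and computed values thus accounts for this difference.

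The paper counts protein fate among the pathways that rose, while 12 of its 17 listed protein fate genes were lower here and are in its own down-regulated list. The paper describes PG0880 as unaltered, and here its value was above every control. The paper's text states 18 energy metabolism genes up and 5 down, while its own lists hold 19 and 4, and the same 19 were higher and 4 lower here.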

Other observations

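Of the tests in this part, those on correlated differences between control arrays, on slide position, on the colours of Fig. 2b, on mobile elements against single controls and on the count past 2-fold for each single array were chosen only after the result was seen, and for mobile elements the values against each control were already known.

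The Nal-P-113 array had 401 genes past 2-fold and outside the other arrays. Setting each of the 4 arrays in turn against the other 3, as many genes at an FDR under 5% and 2-fold were found in 4 of the 4 ways, since every count was 0, while 276, 88, 59 and 31 genes had an unadjusted p under 0.05 for the Nal-P-113 array and control arrays 1, 2 and 3. As many genes past 2-fold were found in 1 of the 4 ways, the real one. With 4 ways neither count can separate the treatment from a difference of any single array. For each control the other 3 arrays included the Nal-P-113 array, which can lower the numbers for the controls. After cyclic loess normalization 77.8% of the genes stayed past 2-fold in the same direction, so a brightness-dependent difference between the arrays is an unlikely source of most of these changes, but it could be the source of some. Only 76 of the 116 listed up-regulated genes stayed past 2-fold after that normalization, and after normexp background correction 116 genes were more than 2-fold higher and 114 lower in all. The fold changes from the upper and lower rows of spots correlated across genes with r of 0.987, so a difference between upper and lower rows gives no account of them. Other positions of spots on the array were not compared. Spearman's rho with the GC content of the probe was -0.063. Without control replicate 1, the array with the most excluded spots, 84.5% of the genes stayed past 2-fold.

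The mobile element genes were lower after Nal-P-113 with the 13 tested genes that share a probe sequence left out, at the percentile of 0 among random lists and a median of -0.86, and with both gene clusters that the paper names left out, at the percentile of 0.01 and a median of -0.65. A difference between the control cultures remains a candidate explanation. The median log2 value of the group on the Nal-P-113 array was 0.071 above that on control array 2, the lowest control, and gene by gene the median differences were -1.31, 0.02 and -0.88 from control arrays 1, 2 and 3. The gene-by-gene difference from control array 2 was -0.25 after quantile normalization, -0.28 after cyclic loess normalization, -0.13 without a filter on detection and 0.32 after normexp background correction, so whether the group was lower than control 2 depended on the processing. Of the 44 genes, 18 were below every control and 1 was above every control.

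For the 9 chaperone and heat shock genes, the measures of a difference between the control cultures did not give the same answer. By the measure set for the test, the median log2 value on the Nal-P-113 array was -0.53, which was 0.044 above that on control array 2 and below those on control arrays 1 and 3. Compared gene by gene, which was not the measure set for the test, the median differences were -0.97, -0.59 and -1.43 from control arrays 1, 2 and 3, and 6 of the 9 genes were below every control and 2 above every control. Against control array 2 the gene-by-gene difference was -0.73 after quantile normalization, -0.67 after cyclic loess normalization and -0.43 after normexp background correction, so gene by gene the group was lower than each control under every normalization and background correction compared.

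Neighbouring genes changed together with r of 0.473, larger than in any of 10000 random orders of the genes, whose largest r was 0.091. The largest r between neighbours for a control array against the other controls was 0.427. It was below 0.473, but the margin rests on 1 treated array, and control cultures alone showed most of this pattern. Log2 fold change was not related to distance from the replication origin, with Spearman's rho of -0.036 and a share of 0.512 of the 1801 circular shifts with a value as large in size.

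The difference of the Nal-P-113 array from one control correlated across genes with the difference between the other controls with r of -0.19, 0.12 and 0.294 for the 3 pairings that share no array. The largest was just under the limit of 0.3 set for the test, so some common variation between cultures is not excluded. The Nal-P-113 array and control array 2 lay in row 2 of the slide and control arrays 1 and 3 in row 1. When control array 2 was set against another control, the smaller r was 0.191, so both were positive, as they would be if the row mattered. With 2 arrays in each row, the position on the slide could be the source as well as the cultures, and the data cannot separate them.

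Of the paper's own listed protein fate genes, 12 were lower here and 5 were higher, close to the reverse of Fig. 2b read by eye. Since the paper's lists already give these numbers, the count does not test whether the colours of the up-regulated and down-regulated parts were exchanged in the figure.

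The legend of Fig. 3a names PG1151 and PG1152, while the text names PG1551 and PG1552. On the arrays PG1151 had a log2 fold change of -0.17 and PG1152 of -0.20, both within the range of the controls, and PG1551 and PG1552 had -1.24 and -1.86. In the cluster from PG0838 to PG0875, 16 hypothetical proteins were compared, with a median log2 fold change of -0.96 and a median difference of 0.08 from control array 2.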
